A study of Homo sapiens with 8 samples. Its data were reported in "Microprotein-encoding RNA regulation in cells treated with pro-inflammatory and pro-fibrotic stimuli" (2024).

How the data were processed

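Ribosome profiling (Ribo-Seq), which sequences the RNA fragments that ribosomes protect from nuclease digestion, was carried out by the authors on Caco-2 cells, an established human colon adenocarcinoma line that takes on features of absorptive enterocytes when it is left to differentiate. The labels place 8 libraries in 4 groups of 2 replicates: undifferentiated cells, differentiated control cells, differentiated cells given micelles without lipid (taurocholate, a bile salt), and differentiated cells given lipid micelles that carry oleic acid, cholesterol and albumin. Groups and replicate numbers were taken from the labels. The labels name no sequencing or library batch. They number the replicates alike in each group, and whether equal numbers pair the libraries was checked. Deviations from the group mean correlated between equally numbered libraries at 0.198, 0.119 and 0.109 for the 3 pairs of differentiated groups, so these libraries were taken as paired by number, but at -0.065 to 0.021 with undifferentiated cells, which were not. Replicate 2 also had the higher total in each differentiated group, and this was not separated from the number.

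The authors aligned the reads to hg38 with STAR, assembled transcripts with StringTie, translated these in 3 frames and scored the open reading frames with RibORF. Small open reading frames (smORFs) of up to 150 amino acids that did not overlap known coding regions were kept. The deposited annotation holds a RibORF score for each smORF, and the scores ran from 0.7 to 1.053 with a median of 0.876. The authors then counted the Ribo-Seq reads of each library within each smORF with HOMER and deposited raw counts, without normalization. The strand, exon and multi-mapping options of that counting are not stated, so values of smORFs that overlap one another, lie opposite another gene, or lie in repeated genes are uncertain. The authors also assigned each smORF a location class: uORF (5′ untranslated region of an annotated gene), dORF (3′ untranslated region), non-coding (non-coding RNA), intragenic, intergenic or other. Lengths and coordinates came from the deposited annotation and coordinates.

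The count table held 24199 smORFs, and all 24199 had a row in the annotation. All of its per-library columns were used. Library totals ran from 506382 to 884711 counts. These are totals of smORF counts and not of all sequenced reads, which were not used here, and a read inside several overlapping smORFs adds to each of them. The reference genome used here was hg38, the build of the authors, and the sequence at the deposited exons was identical to the deposited smORF sequence for 24143 of the 24199 smORFs. smORFs that overlapped on the same strand at the exon level were joined into clusters. Of the 24199 smORFs, 70.3% overlapped another smORF, and these held 80.0% of the counts. There were 11522 clusters, the largest with 60 members. Overlap with annotated untranslated regions, exons, coding sequence and small RNA genes was taken from GENCODE release 44 on the same strand.

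Counts were tested with edgeR 4.0.16 in R 4.3.3. smORFs were kept by filterByExpr on the groups, libraries were scaled by TMM, and a quasi-likelihood model with a term per group was fitted to all 8 libraries. Log2 fold changes are given with a standard error derived from the quasi-likelihood F statistic. Each p-value is two-sided and was adjusted by the Benjamini-Hochberg method over the smORFs tested. A smORF was called changed at an adjusted p under 0.05 and an absolute log2 fold change of at least 1, the thresholds that the study set for its RNA sequencing. CPM values are smORF counts relative to the TMM-scaled library total. Where every library of a group held 3 counts or fewer, the fold change was computed against 3 counts and is given as a lower bound on the observed fold. Where both libraries held exactly 3 counts (IEC_09744), this is the observed fold and no bound, so the fitted change is given instead. A count of 0 allows between 3.39 and 5.92 CPM, depending on the library. The Wilson intervals (95%) and these limits cover counting error alone, since the reads carry PCR duplicates that the counts do not resolve.

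A smORF counted as detected in a library at 10 counts or more. Location classes of called smORFs were compared with those of the other smORFs tested by a two-sided Fisher's exact test, adjusted over classes and directions. Sets of host genes (the genes a smORF lies in) were tested with limma 3.58.1 camera on voom values with a preset correlation of 0.01, adjusted over 5 sets and 4 contrasts, using sets with at least 5 smORFs tested. The correlation between the micelle contrasts, which share their control libraries, was set against 100 simulations of unchanged groups. Permutation tests within host genes used 100000 random sign changes, and that of the RibORF score 10000 permutations. Tables and plots were made with Python 3.11.15, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9.

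The fits were tested on simulated data with the means, totals and dispersions of the 15182 smORFs tested, of which 200 were changed in 1 group and 188 of these passed the filter. Of those that passed, 64.9% were called at a 4-fold change and 9.57% at a 2-fold change. A 2-fold change lies on the fold threshold itself, so the threshold also limits the second value. Of 71 calls, 1 was false, and the contrast with no simulated change gave 0 calls.

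The smORFs named in the report follow a rule fixed before the data were examined: for each contrast, up to 3 higher and 3 lower with the largest fitted absolute log2 fold change among those called, with a mean of at least 20 counts in the higher group, both replicates of that group above both of the other, and no overlap with a smORF already chosen; and 20 smORFs that the text of the study names. The contrasts, tests, host gene sets and most alternatives were also fixed before the data were examined. The alternatives were RLE size factors, column totals without factors, the DESeq2 1.42.0 Wald test, a filter of 10 counts in every library, no filter, no fold threshold, a fit of the groups compared alone, a replicate block, 1 smORF per overlap cluster, and each replicate left out in turn. Others changed the detection threshold and depth, the set test, and the control libraries of the micelle contrasts. A fit that excluded smORFs over small RNA exons, a set test with the replicate block, and a fit with the block in the differentiated groups alone were added after the data were seen. RNA sequencing, the other cell lines of the study and annotated coding genes were not analysed here.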

Results

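Ribo-Seq counts over 24199 smORFs were compared between 4 groups of Caco-2 cells with 2 libraries each. The smORFs had a median length of 31 amino acids, and 43.4% of them began with ATG. By location class, 16911 (69.9%) were uORFs, 5393 (22.3%) lay in non-coding RNAs and 1598 (6.60%) were dORFs, while 142 were intragenic, 85 intergenic and 70 of another class. The undifferentiated libraries held 671323 and 584101 counts, and the differentiated control libraries 506382 and 786310. The libraries from cells given micelles without lipid held 574495 and 777940 counts, and those from cells given lipid micelles 703448 and 884711. No count fell in 1429 smORFs in any library.

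The first question was how many smORFs carried reads in each condition. At 10 counts or more, 11284 ± 553 smORFs (SD, n = 2) were detected in undifferentiated cells, 11853 ± 1954 in differentiated control cells, 11956 ± 1354 with micelles without lipid and 13077 ± 1184 with lipid micelles. The order of the groups was that of their mean library totals. When every library was thinned to 506382 counts, the means were 9945 ± 65.8, 10366 ± 148, 10009 ± 168 and 10060 ± 204 in the same order of groups (SD, n = 2). After thinning, both control libraries (10471 and 10261 smORFs) lay above the 6 others, which ran from 9890 to 10204. An exact permutation test of these numbers between groups of 2 cannot reach 0.05, since its smallest two-sided p is 0.333. In at least 1 library, 17310 smORFs (71.5%) reached 10 counts, and 6629 (27.4%) did so in all 8. By ratio, 1 smORF per overlap cluster moved these values most, to 7683 smORFs in at least 1 library and 2876 in all 8.

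**Figure D1:**
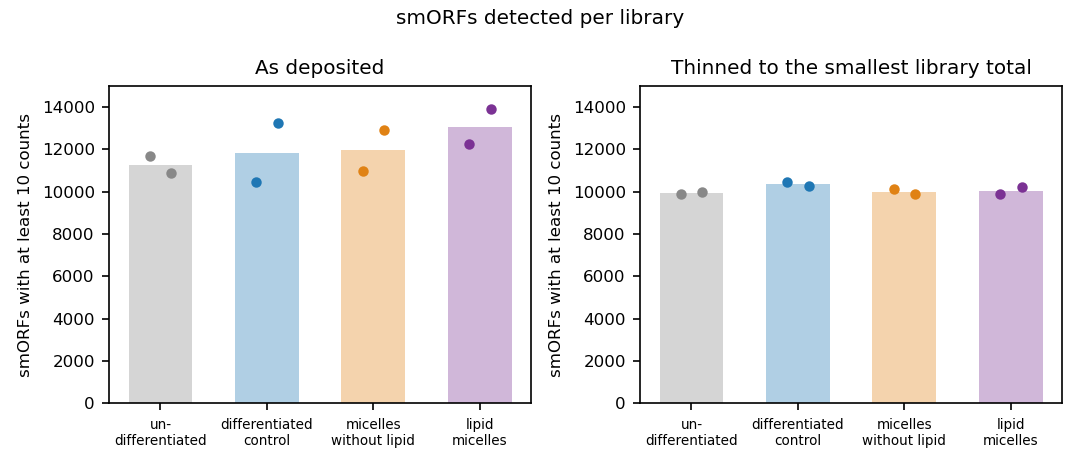
The number of smORFs with at least 10 counts is plotted for each library (points) with the group mean (bars), as deposited on the left and after thinning each library to 506382 counts on the right. The spread between libraries, from 10471 to 13914 smORFs as deposited, narrowed to between 9890 and 10471 after thinning.

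Replicates were compared before they were averaged. Across the 15182 smORFs tested, Pearson's r of log2 CPM between the replicates of a group ran from 0.883 for micelles without lipid to 0.920 for lipid micelles. The labels give the libraries of a group as separate replicates, and they were counted as such. Their counts differed by more than counting noise in every group, with a chi-square per degree of freedom from 2.91 to 3.89, which PCR duplicates can also raise. Any undifferentiated library correlated with any differentiated library at an r between 0.553 and 0.593. The first principal component held 68.1% of the variance and separated the undifferentiated libraries, at -117 and -119, from the other 6, which lay between 37.6 and 41.6. These correlations are across smORFs, which are not independent replicates and often share reads.

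To see what differentiation changed, differentiated control cells were compared with undifferentiated cells. For its mass spectrometry of the same 4 conditions, the study kept differentiated cells longer in culture and then overnight in medium without serum. It states no serum-free step for undifferentiated cells. Whether the Ribo-Seq cells were handled likewise is not stated. Changes with differentiation therefore stand here for the whole difference between these groups, which may include time in culture and serum. By edgeR's quasi-likelihood test, 5060 of 15182 smORFs were called changed, 2692 higher and 2368 lower in differentiated cells. They fell in 2563 of the 6661 overlap clusters with a smORF tested and in 2072 host genes. Because overlapping smORFs share reads, the count of calls exceeds the count of independent changes; with 1 smORF per cluster there were 2309 calls. The alternative that moved the count most was the filter of 10 counts in every library, with 1562 calls among 6629 smORFs tested. Of the smORFs called higher, 806 had 3 counts or fewer in both undifferentiated libraries, and 274 of those called lower had 3 or fewer in both control libraries. With these set to their folds against 3 counts, the median log2 fold change was 1.83 among smORFs called higher and -1.78 among those called lower.

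**Figure D2:**
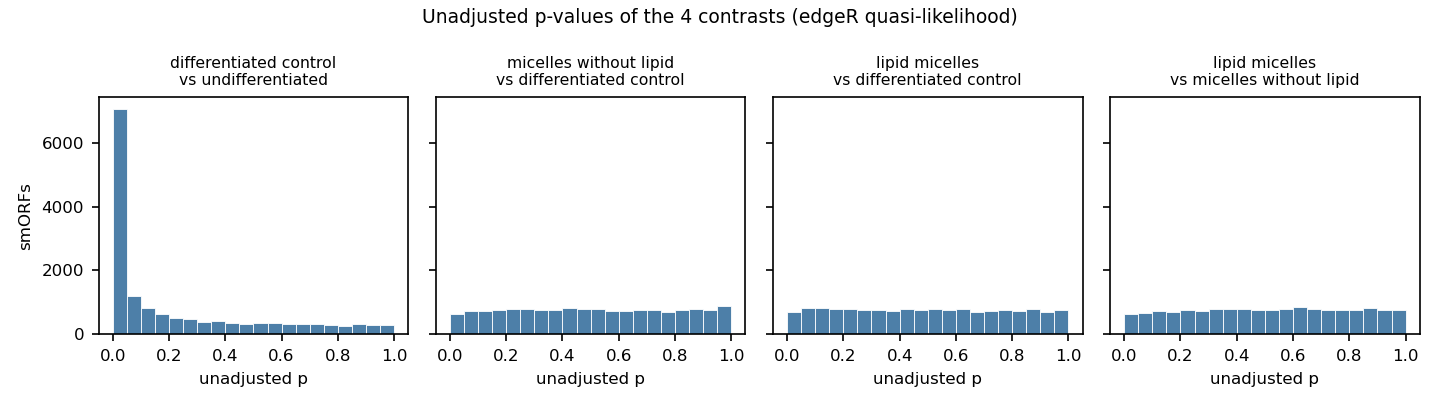
Histograms show the number of smORFs (vertical axis) by unadjusted p-value (horizontal axis, bins of 0.05) for the 4 contrasts, each over 15182 smORFs. The lowest bin holds 7076 smORFs for differentiated control against undifferentiated cells and 619, 708 and 624 for the 3 micelle contrasts from left to right.

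The 3 smORFs named for a rise had no count in either undifferentiated library. IEC_23690 (chromosome 15, 101607700 to 101607945, minus strand, hg38) lies in a single exon of the non-coding gene ENSG00000286733 and encodes 82 amino acids. It had 104 and 149 counts in the control libraries, or 199 ± 6.73 CPM (SD, n = 2), which was at least 39.5-fold higher than in undifferentiated cells by edgeR (adjusted p = 3.33e-08). IEC_23479, a smORF of 67 amino acids in 2 exons of the same gene (chromosome 15, 101605841 to 101613540, minus strand), was at least 37.0-fold higher, with 186 ± 10.9 CPM (SD, n = 2) in control cells (edgeR adjusted p = 3.33e-08). IEC_24171 is a uORF of GATM with 16 amino acids and 2 exons (chromosome 15, 45380528 to 45396927, minus strand). GENCODE places 38 of its 48 nt in exons and 6 in an untranslated region. It had 60 and 83 counts in control cells and was at least 22.4-fold higher than in undifferentiated cells (edgeR adjusted p = 3.25e-07).

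The 3 smORFs named for a fall had no count in either control library. As lower bounds, their folds do not rank them against smORFs with counts in both groups. IEC_13492, a uORF of REG4 with 48 amino acids (chromosome 1, 119808780 to 119811468, minus strand), lies with all 144 nt in an annotated untranslated region. Its level in undifferentiated cells was 108 ± 20.1 CPM (SD, n = 2), and in control cells it was at least 22.2-fold lower (edgeR adjusted p = 1.90e-06). IEC_06046, a uORF of IGFL2 with 17 amino acids and all 51 nt in an untranslated region (chromosome 19, 46147905 to 46148868, plus strand), had 66 and 36 counts in undifferentiated cells and was at least 17.2-fold lower in control cells (edgeR adjusted p = 6.14e-06). IEC_16527 is an 18-nt reading frame that lies wholly inside the small nuclear RNA gene RNU5F-1 (chromosome 1, 44721884 to 44721901, minus strand). It had 25 and 22 counts in undifferentiated cells and was at least 8.03-fold lower in control cells (edgeR adjusted p = 0.000138). Near-identical copies of small nuclear RNA genes can share its reads, so this value is uncertain.

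Location classes were unevenly spread among the called smORFs. uORFs made up 73.2% of the smORFs tested, 44.8% of those called higher in differentiated cells (odds ratio 0.212, 95% confidence interval 0.194 to 0.232, Fisher's exact test, adjusted p = 4.29e-264) and 88.2% of those called lower (odds ratio 3.13, interval 2.75 to 3.58, adjusted p = 2.95e-81). Non-coding smORFs made up 20.0% of those tested and 41.2% of those called higher (odds ratio 3.83, adjusted p = 9.82e-175), against 10.1% of those called lower (odds ratio 0.403, adjusted p = 8.69e-44). dORFs made up 5.79% of those tested, 11.9% of those called higher (odds ratio 2.88, adjusted p = 7.43e-42) and 1.01% of those called lower (odds ratio 0.143, adjusted p = 3.57e-37). Overlapping smORFs are not independent, which makes these p-values too small. With 1 smORF per cluster the odds ratio for dORFs among those called higher was 2.81 and stayed past the threshold (adjusted p = 1.29e-24).

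The same difference appeared in the shares of counts. dORFs held 2.0% ± 0.067 of the counts in undifferentiated cells, 3.77% ± 0.155 in differentiated control cells, 3.32% ± 0.174 with micelles without lipid and 3.34% ± 0.453 with lipid micelles (SD, n = 2). uORFs held 78.7% ± 1.53 in undifferentiated and 71.8% ± 1.05 in control cells, and non-coding smORFs 18.7% ± 1.63 and 23.1% ± 1.16 (SD, n = 2). For each of these classes both undifferentiated libraries lay outside the range of the 6 differentiated libraries.

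**Figure D3:**
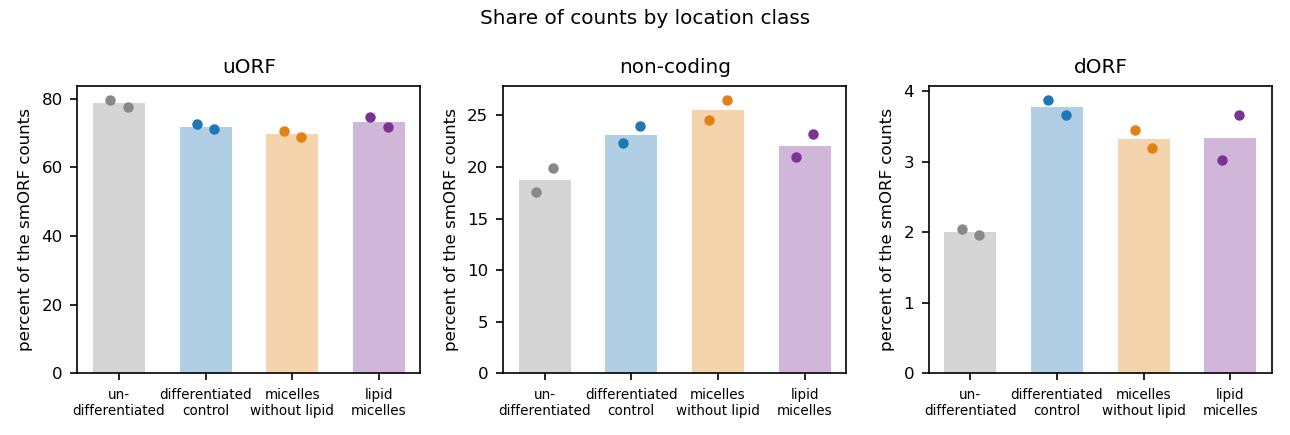
The percent of each library's smORF counts (vertical axis, starting at 0) is shown for uORFs, non-coding smORFs and dORFs, with points for libraries and bars for group means. The dORF share lay between 1.95% and 2.05% in undifferentiated libraries and between 3.02% and 3.88% in the 6 differentiated libraries.

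Sets of host genes were then tested. Between differentiated control and undifferentiated cells, smORFs of 17 cell cycle host genes had a mean log2 fold change of -3.24, with 1 of 49 smORFs higher (camera adjusted p = 1.28e-25). Those of 12 enterocyte host genes had a mean of 2.41, with 22 of 27 higher (camera adjusted p = 5.42e-06), those of 18 sterol synthesis host genes a mean of 0.88, with 55 of 67 higher (camera adjusted p = 0.00030), and those of 8 fatty acid response host genes a mean of 0.45, with 27 of 40 higher (camera adjusted p = 0.0109). The stress response set did not pass the threshold, with a mean of 0.28 over 29 smORFs (camera adjusted p = 0.344). Under fry, the cell cycle, enterocyte and sterol synthesis calls held, and under camera with an estimated correlation the cell cycle call alone held. The sterol synthesis call was lost with 1 smORF per host gene, with a mean of 0.34 (camera adjusted p = 0.392).

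With no replicate term, what the micelle itself changes was asked by comparing cells given micelles without lipid with differentiated control cells. No smORF was called (0 of 15182), and 619 (4.08%) had an unadjusted p under 0.05. The smallest adjusted p by edgeR was 0.107. Without a low-count filter, the alternative that moved the count most, 36 smORFs were called, 1 of which the filter leaves out. When either undifferentiated library was left out, the same 2 smORFs were called, both higher: IEC_16539 over SNORD50B and IEC_16522 over SNORA21, which are named here after their values were seen. Both overlap a small RNA exon, with 30 and 66 nt, so their reads are uncertain. For lipid micelles against differentiated control cells 0 smORFs were called, 708 (4.66%) had an unadjusted p under 0.05, and the smallest adjusted p was 0.764. Lipid micelles against micelles without lipid, which differ in the lipid cargo, likewise gave 0 calls, with 624 (4.11%) at an unadjusted p under 0.05 and a smallest adjusted p of 0.999. With the replicate number as a block in the 6 differentiated libraries, the calls were 15 for micelles without lipid against control, 1 for lipid micelles against control and 14 for lipid micelles against micelles without lipid. Of these, 12, 1 and 10 overlap small RNA exons. At this depth, with 2 replicates and the fold threshold, changes under 4-fold in single smORFs would often go uncalled. Of simulated 4-fold and 2-fold changes past the filter, 64.9% and 9.57% were called, the latter lying on the threshold itself.

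The micelle contrasts were compared with each other. Across smORFs, the log2 changes with lipid micelles and with micelles without lipid, both against the same control libraries, correlated at r = 0.550. In 100 simulations of unchanged groups against those controls, r ran from 0.504 to 0.532 with a median of 0.518, and 0 of 100 reached the observed value. The sign was shared by 67.9% of smORFs, within the simulated range of 66.2% to 68.0%. With no replicate term no call was shared, as neither contrast had any. With the replicate block in the differentiated groups alone, the 1 call for lipid micelles was shared. It was IEC_17557 (named after its values were seen), which was also among the 15 calls for micelles without lipid. It overlaps a small RNA exon, so its reads are uncertain. When each contrast used a different control library, r was 0.046 or 0.018. Unchanged groups simulated in the same way reached at most 0.0175 and 0.0181, with 0 and 1 of 100 at or above the observed value. Overlapping smORFs share reads, which the simulations may not reproduce. The spread of r without any effect may then be wider than simulated, so these counts do not settle whether the micelle groups share a response.

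Among host gene sets, the largest difference between micelle groups lay in sterol synthesis. In lipid micelles against micelles without lipid, its 67 smORFs had a mean log2 fold change of -0.38, with 12 of 67 higher (camera adjusted p = 5.74e-08). Averaged over its 18 host genes and set relative to the control mean, the level was 0.25 and 0.20 in the libraries with micelles without lipid, -0.16 and -0.09 in the lipid micelle libraries, and -0.03 and 0.03 in the control libraries on the log2 scale. Of the 18 host genes, 16 were lower with lipid micelles, and for 10 both lipid micelle libraries lay below both libraries without lipid, which chance gives for 16.7% of unchanged genes. This call held under fry (adjusted p = 0.00376), under camera with an estimated correlation (adjusted p = 0.0223) and with 1 smORF per host gene (mean -0.35, camera adjusted p = 0.00186). Against differentiated control cells, the set had a mean of 0.18 with micelles without lipid (43 of 67 higher, camera adjusted p = 0.00698) and -0.20 with lipid micelles (23 of 67 higher, camera adjusted p = 0.0361). Neither of these held under fry or an estimated correlation, and with 1 smORF per host gene the first held (adjusted p = 0.0195) and the second did not (adjusted p = 0.646).

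**Figure D4:**
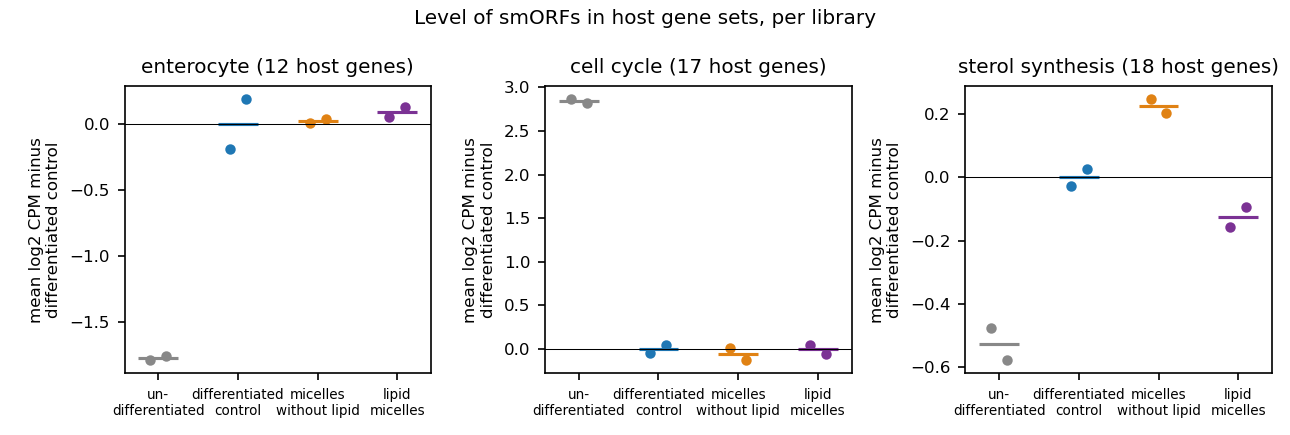
The mean log2 CPM over host genes minus the mean of the differentiated control (vertical axis) is plotted for each library (points) with the group mean (horizontal lines) for the enterocyte, cell cycle and sterol synthesis sets; the vertical axes differ in range. In the sterol synthesis set, the libraries with micelles without lipid lie at 0.25 and 0.20 and the lipid micelle libraries at -0.16 and -0.09.

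The fatty acid response set had a mean of 0.23 with micelles without lipid (32 of 40 higher, camera adjusted p = 4.25e-05) and 0.13 with lipid micelles (27 of 40 higher, camera adjusted p = 0.0109) against control cells. The stress response set had a mean of 0.13 with lipid micelles (19 of 29 higher, camera adjusted p = 0.020). None of these 3 calls held under fry, an estimated correlation or 1 smORF per host gene. The other 9 tests of sets in the micelle contrasts did not pass the threshold, with camera adjusted p-values from 0.144 to 0.986. Replicates were not left out of the set tests.

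Of the 20 smORFs that the study names, 10 had enough counts to be tested. Between differentiated control and undifferentiated cells 3 were called, all higher, over all smORFs and also when adjusted over the list alone. With the DESeq2 Wald test 2 were called, and IEC_10907 was not (adjusted p = 0.0536). Whether these libraries entered the choice of the list is not stated, so the second count is not shown to be independent evidence. The tested smORF IEC_15044 lies in UGDH, whereas the text of the study describes a smORF in OAZ1 under that identifier, so it is not the smORF described. A figure caption of the study names the smORF in OAZ1 as IEC_10544, which is not on the list. IEC_05820 in LINC00649 (chromosome 21, 33931424 to 33945832, plus strand, 2 exons) had 159 and 252 counts in control and 75 and 67 in undifferentiated cells, a log2 fold change of 1.43 ± 0.25 (SE, edgeR adjusted p = 0.000361). IEC_09744 in LINC00239 (chromosome 14, 101731806 to 101732460, plus strand, 2 exons) had 22 and 41 counts in control cells against 3 and 3. Its log2 fold change was 3.23 ± 0.49 (SE, edgeR adjusted p = 7.7e-05). IEC_10907 in SLC9A3-AS1 (chromosome 5, 476370 to 477812, plus strand, 3 exons) had 7 and 23 counts against 4 and 2, a log2 fold change of 2.15 ± 0.61 (SE, edgeR adjusted p = 0.0116). In each micelle contrast 0 of the 10 were called, 0 had an unadjusted p under 0.05, and none was called when adjusted over the list alone. The other 10 had at most 12 counts in any library, too few to tell a change from none.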

Values the study reported

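The study reported 24,199 unannotated smORFs across its 4 cell lines. It gave a median length of 31 codons for these smORFs. It placed about 70% of them in 5′ untranslated regions, about 22% in non-coding RNAs and about 7% in 3′ untranslated regions. For its RNA sequencing, it called smORFs at a log2 fold change of at least 1 and a false discovery rate under 0.05.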

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

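Most values kept their side of the threshold. Of all comparisons of a result with an alternative, 245 kept their direction and side of the threshold or, for values with no test, changed by less than the margin set for them, 32 moved beyond it, 22 became weaker and 3 reversed. The margin was 1.5 times for counts, 1 SD between library pairs for median fold changes and 1 SD of the simulations for the correlation. The odds ratios of uORFs, non-coding smORFs and dORFs kept their direction and threshold without the fold threshold and with 1 smORF per cluster, whereas the class of other locations among smORFs called higher lost its call under both (odds ratios 2.24 and 2.45). For the 6 smORFs chosen by the naming rule, every alternative that tested them (75 values) kept the call. The filter of 10 counts in every library removed them, since each had no counts in 1 group. With 1 smORF per cluster, IEC_24171 and IEC_16527 were not tested, as another smORF stood for their cluster, so they may share its reads. The exclusion of smORFs over small RNA exons also removed IEC_16527.

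For differentiated control against undifferentiated cells, the 5060 calls became 3301 with the DESeq2 Wald test, of which 3295 were among the 5060 in the same direction; the cause was not tested. They became 1562 with at least 10 counts in every library and 2309 with 1 smORF per overlap cluster, since fewer smORFs were tested (6629 and 6657). RLE factors gave 5060 calls, totals without factors 5073, no filter 5984 and no fold threshold 5506. Leaving out 1 library of the other groups gave from 5118 to 5610. The share of calls that were higher ran from 52.3% to 56.4% across the scaling alternatives. With 1 library of a compared group left out no calls were made; the median difference in log2 CPM of the smORFs called higher was then from 1.76 to 1.81 (1.75 with all libraries), and of those called lower from -1.64 to -1.58 (-1.62 with all libraries).

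The 0 calls for micelles without lipid against control became 2 with DESeq2 (IEC_16539 and IEC_16522, the smORFs also called without an undifferentiated library) and 36 without a low-count filter; lipid micelles against control had 4 calls without the filter (IEC_17557, IEC_13931, IEC_08659 and IEC_08660, named after their values were seen), and lipid micelles against micelles without lipid 23. The filter would have kept 35 of the 36, 4 of the 4 and 23 of the 23 smORFs, so the smORFs it leaves out account for at most 1 call; the cause was not tested. Leaving out 1 library of the other groups gave from 0 to 2 calls for micelles without lipid against control, and 0 for the other micelle contrasts. With no calls, these contrasts have no median change to compare. The other alternatives without a replicate block gave 0, as did the exclusion of smORFs over small RNA exons.

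The replicate block was tried because the labels number the replicates alike. The numbers were taken to pair the differentiated libraries and not the undifferentiated ones, but library depth was not separated from the number. In every group, undifferentiated cells included, replicate 2 had the lower uORF share and the higher share of smORFs over small RNA exons. The pairing is therefore a working assumption. With the replicate block in all 4 groups, 15 smORFs were called for micelles without lipid against control, all higher, and 3 for lipid micelles against micelles without lipid, all lower. Of the 15, 12 overlap small RNA exons. The 3 called lower (IEC_16539, IEC_03504 and IEC_17534) are among these 12, so the same smORFs were called in both contrasts, which share the libraries with micelles without lipid. With the replicate block in the differentiated groups alone, 14360 smORFs were tested. For micelles without lipid against control there were 15 calls, the same 15 smORFs, all higher. For lipid micelles against control there was 1 (IEC_17557, higher), which is among these 15. For lipid micelles against micelles without lipid there were 14, the 3 included, of which 4 were higher and 10 lower. The smORFs named were chosen after their values were seen. The block in all 4 groups moved no other count of calls by over 1.5 times and changed no call of a host gene set.

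The host gene sets depended on the set test. Under fry, 6 calls were lost: fatty acid response in differentiated control against undifferentiated cells (mean 0.45), in micelles without lipid (0.23) and lipid micelles (0.13) against control; sterol synthesis in micelles without lipid (0.18) and lipid micelles (-0.20) against control; and stress response in lipid micelles against control (0.13). Camera with an estimated correlation lost the same 6 and also enterocyte (2.41) and sterol synthesis (0.88) in differentiated control against undifferentiated cells. Means do not change between these tests. With 1 smORF per host gene, 6 calls were lost: fatty acid response (0.78) and sterol synthesis (0.34) after differentiation, fatty acid response with micelles without lipid (0.12), and fatty acid response (0.077), sterol synthesis (-0.065) and stress response (0.057) with lipid micelles against control. Of sets past no threshold, 3 means reversed: stress response after differentiation (-0.048), enterocyte with micelles without lipid (0.0072) and cell cycle with lipid micelles against control (-0.107). That setting tests fewer smORFs per set. Cell cycle after differentiation and sterol synthesis in lipid micelles against micelles without lipid held under every set test.

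The correlation of the micelle contrasts fell from 0.550 to 0.046 and 0.018 with separate control libraries, where unchanged groups gave medians near 0 against 0.518 with shared ones. For detection, 2 counts gave group means of 19343 (undifferentiated), 19385 (differentiated control), 19444 (micelles without lipid) and 19776 (lipid micelles) smORFs and 15039 in all libraries. With 1 smORF per cluster the means were 4836, 5250, 5275 and 5779, with 7683 in at least 1 library and 2876 in all. Thinning and leaving out a replicate kept each mean within 1.5 times. With 2 replicates, this depth and the fold threshold, 64.9% of simulated 4-fold and 9.57% of simulated 2-fold changes that passed the filter were called. Smaller changes in the micelle contrasts can therefore be missed.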

Other observations

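Of the tests below, those on GC content, on library depth and on the sterol synthesis genes were chosen only after the result was seen.

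dORFs gained counts with differentiation. Their share rose from 2.0% to 3.77%, a ratio of 1.88, and the shares of the intragenic (0.195% to 0.386%) and intergenic (0.242% to 0.505%) smORFs rose by a similar factor. Higher abundance of the host mRNAs argues against itself as the whole cause, because in 149 host genes with both classes tested the dORF change exceeded the uORF change of the same gene by a median of 0.97 log2 units (124 of 149 genes, sign permutation p = 1e-05, the smallest these permutations can give). A few abundant uORFs are not the cause either: without the 20 uORFs with the most counts the ratio was 1.91. GC content differs between the classes (median 62.3% for uORFs, 50.3% for dORFs), but after removal of the GC trend among uORFs the within-gene difference was still 0.74 (sign permutation p = 1e-05, the smallest possible). RNA fragments that are not ribosome footprints could raise the classes outside 5′ untranslated regions. These did not rise alike, as the non-coding share rose from 18.7% to 23.1% and that of other locations from 0.173% to 0.402%. Over the same groups, smORFs that overlap small RNA exons fell from a mean of 7.95% to 5.66% of the counts. Some of them are classed as non-coding and could hold down the rise of that class. The unequal rises therefore do not decide for or against such fragments. With such fragments, uORFs with weaker periodicity should rise more, yet the highest RibORF score of a smORF correlated with the log2 fold change at rho = 0.113 across 4761 uORF clusters (permutation p = 0.0001, the smallest these permutations can give), the opposite direction. The explanation still cannot be told apart from the others, a reading settled after the value was seen: the scores come from all cell lines of the study without saying which, so they need not measure periodicity in these libraries. A change in translation with differentiation, toward 3′ untranslated regions or away from uORFs, stays open as well and was not tested, as counts of the main coding regions were not analysed here.

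Sterol synthesis host genes moved with the contents of the micelles, in a direction that may follow from cholesterol supply: higher with taurocholate alone than with micelles that carry cholesterol. Against control cells the lipid micelle level was not firmly lower: 11 of 18 host genes were lower, the mean was -0.06 with 1 smORF per host gene (camera adjusted p = 0.646), and the adjusted p was 0.0661 under fry and 0.153 with an estimated correlation. For the fall with lipid micelles against micelles without lipid, shared reads are not the cause, since with 1 smORF per host gene the camera adjusted p was 0.00186, nor are a few host genes, since without the 3 with the largest fall the groups stayed apart by at least 0.21 log2 units, against a largest replicate SD of 0.048. The rise with micelles without lipid over control is less firm. With 1 smORF per host gene the camera adjusted p was 0.0195, but without the 3 host genes with the largest rise the groups were apart by 0.037 log2 units, less than the largest replicate SD of 0.088. Whether a few genes carry that rise cannot be told apart from a change of the whole set, because 2 replicates leave a spread as large as the gap. The reads lie mostly in uORFs, so a change in mRNA abundance and a change in translation would look alike here, and a link to cholesterol is a hypothesis from the same data.

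smORFs that overlap small RNA exons (219 smORFs) held 6.99% and 9.17% of the counts with micelles without lipid, against 5.05% and 6.27% in control cells, 5.21% and 6.10% with lipid micelles, and 6.67% and 9.22% in undifferentiated cells. The widest 95% Wilson interval among these ran from 9.15% to 9.29%. Among the 20 smORFs with the smallest p-values for micelles without lipid against control, 8 were of this kind, although they were 178 of the 15182 tested. Library depth is not the cause, since both totals lie between those of the control libraries while the lower micelle library exceeded the higher control library by 0.71 percentage points. A few abundant smORFs are not the whole cause either: without the 5 with the most counts this smallest difference was still 0.71 points. Such reads may be fragments of structured RNAs that pass size selection rather than footprints, which no count in these tables can separate from a change in the cells. In every group replicate 2 had the higher share, and within replicate numbers 1 and 2 micelles without lipid exceeded control by 1.93 and 2.9 points. Without the 5 smORFs with the most counts these differences were 1.42 and 2.53 points, so those smORFs carried part of them. An exact permutation test between groups of 2 that ignores the replicate numbers cannot give a p under 0.333. No test that pairs the libraries was run on these shares, so the difference in shares is a description. For single smORFs, the fit with the replicate block in the differentiated groups alone called 15 for micelles without lipid against control. All 15 were higher, and 12 overlap small RNA exons.

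uORFs next to an annotated start codon had more reads than others. Those that cover the positions 12 and 13 nt upstream of a GENCODE start codon were 7.08% of uORFs and held 14.7% of the uORF counts. Within 427 host genes with both kinds, the log2 counts per nt were higher by a median of 0.79 for these uORFs (323 of 427 genes, sign permutation p = 1e-05, the smallest these permutations can give), as would be seen if ribosomes at the main start codon added footprints to the uORF count. Translation of the uORF itself was not separated from this. Of the 20 uORFs with the most counts, 7 are of this kind.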
